# Parental age selection in *C. elegans* influences progeny stress resistance capacity

**DOI:** 10.1093/gerona/glaf221

**Published:** 2025-10-30

**Authors:** Bennett T Van Camp, Sean P Curran

**Keywords:** *C. elegans*, Aging, Reproductive span, Healthspan, Stress resistance

## Abstract

With parental age rising around the globe, an increased understanding of the impact on health and longevity is needed. Here, we report how the continuous selection of the last progeny during the *Caenorhabditis elegans* reproductive span results in a diminishment of multiple age-related health measures. After more than 50 generations of late selection, progeny displayed diminished resistance to acute oxidative stress, disrupted partitioning of stored lipids, reduced movement capacity, and an overall shortening of lifespan (36.84% reduction). In contrast, starvation resistance was improved and late selection had negligible effects on developmental timing and total reproductive output that suggests a reduction in lifespan health to preserve reproductive capacity. The phenotypes of late selection are reminiscent of animals with activation of the cytoprotective transcription factor SKN-1 that may facilitate transcriptional remodeling following late reproductive selection. These findings suggest the existence of a homeostatic mechanism for bookmarking the temporal boundaries of the parental reproductive span that reshapes the way we think about parental age influencing offspring fitness.

## Introduction

The underlying mechanisms of aging have been a topic of intense focus by the research community for their impact on multiple issues of societal importance (e.g., health, lifespan, population dynamics, and evolutionary history.^1–4^ However, the primary focus of aging research tends to examine the deterioration of a monogenerational cohort of research subjects despite the knowledge that transgenerational effects can be potent drivers of natural aging.^4^ Reproductive success is an important life history trait, most often considered in the context of parental fitness and behavior.^5^^,^^6^ However, age-related reproductive decline also influences offspring health and fitness^3^^,^^7–9^ and parental age has been shown to impact a wide variety of offspring phenotypes, including reproductive output, environmental stress resistance, early life survivability, and lifespan.^3^^,^^7–12^ In contrast, over the past 55 years, human lifespan has been on the rise in many countries, with a recent decrease observed in the United States^13^ and a global decrease due to the COVID-19 pandemic.^13^^,^^14^ Alongside this trend, the mean parental age has also risen, with the percentage of people becoming first-time fathers over forty doubling.^15^ It is imperative to understand the effects of late reproduction have on offspring health to understand how these population trends could broadly impact societal health.

These effects have been observed across taxa, ranging from humans, elephants, roundworms, and flies.^3^^,^^7–12^ Several potential mechanisms have been described that may contribute to these effects, including a decline in overall gamete quality, a loss of parental capacity to provide somatic support to eggs and sperm,^16^ increased mutational load in the germline,^17–21^ and decreased nutrient provisioning to eggs, as observed in older *Eupelmus vuilleti* mothers.^22^ Conversely, in *Sancassania berlesei*, young mothers lay many eggs in nutrient-rich environments but swap in old age to producing fewer, but larger progeny that are able to compete with their older siblings in a more competitive nutrient environment.^23^ However, there is some evidence that this accelerated growth could be detrimental to the younger offspring in the long term.^24^^,^^25^

Although the mechanisms underlying the impact parental age have on offspring fitness have been hypothesized, the effects of multi-generational selection of advanced age requires additional exploration. As stated previously, there is some evidence in *Drosophila* that poor genetic quality as a result of advanced parental age could lead to a snowball effect in future generations.^19^^,^^20^^,^^26^ However, other studies have shown that selecting for older parental age for several generations in *Drosophila* produces long-lived offspring.^27^ Interestingly, studies in *C. elegans* and *D. melanogaster* have shown that short-term late selection (3 generations) shortens lifespan and decreased healthspan. However, these effects were significantly modulated with just one generation of swapping to a selection for young parents.^28^ The mechanism for these effects, their accumulation, and their durability remain poorly understood, as there appears to be a high variability in the observed effects based on the age of selection mating behaviors.^16^ Additionally, in shorter selections (under 10 generations) significant variability has been observed based on the duration of the selection, with the animals initially showing a decrease in reproduction followed by a normalization to baseline.^11^ Collectively, we need additional models to better understand how parental age selection impacts health.

To this end, we performed a long-term age selection using *Caenorhabditis elegans* as a model. To avoid potential short-term effects and short-term intergenerational variability, we performed this selection for 50 generations before collecting data. Below, we detail the healthspan and lifespan effects resulting from this generational selection, as well as a transcriptomic analyses of the selection cohorts. Here, we examine at the physiological outcomes resulting from long-term parental age selection and providing a new experimental model connecting multigenerational selection of late parenthood on offspring health. Overall, we hypothesize that this selection leads to a significant remodeling of homeostatic and stress response pathways, with tradeoffs being made to adapt to the selection process.

## Materials and methods

### Maintenance of *C. elegans* strains

Strains were grown at 20°C on nematode growth media (NGM) + streptomycin plates with OP50 food. WT, N2 Bristol strain was used and is the strain WT Late was derived from. All strains were unstarved for at least 3 generations before use.

WT Late worms were grown in conditions identical to unselected WT worms. On day 1-2 of adulthood, adults were moved to a new plate to prevent day 1-2 progeny contamination. On day 3 of adulthood, day 3 progeny were collected and used to propagate the next generation of WT Late worms. This process was repeated 50+ times prior to performing any other assays.

### RNAseq analysis

Worms were synchronized overnight as L1s and then dropped on NGM+streptomycin plates with 25x OP50 until L4 and then collected. They were then washed 3x with M9 buffer and frozen at −80°C in TRI reagent until use. Worms were then homogenized and had their RNA extracted using the Zymo Direct-zol RNA Miniprep Kit (Cat. #R2052). Samples were then sequenced and read counts, Differential expression analysis and GO term analysis were reported by Novogene. Adjusted *p*-value of *p* < .05 was used as the threshold for significance

### Genome-wide sequencing

Genome-wide sequencing was performed as previously described.^29^ Worms were synchronized overnight as L1s, and then, dropped on NGM + streptomycin plates with 25x OP50 until L4 and then collected. They were then washed 3x with M9 buffer, homogenized, and their DNA was extracted using Zymo Quick-DNA Miniprep Kit (Cat. #D3025). Samples were then sequenced and analyzed by Novogene.

### Oil red O staining

Staining was performed as previously described.^30^^,^^31^ In brief, worms were synchronized overnight as L1s and then dropped on NGM + streptomycin plates with OP50 for 120hrs and then collected. They were then washed with PBS + triton, then rocked in 40% isopropyl alcohol for 3 min. Worms were then pelleted and treated with ORO in H2O for 2 h. They were then washed in PBS + triton for 30 min and imaged at 20× using LAS X software and Leica Thunder Imager Flexacam C3 color camera. The stained worms were categorized as Asdf (complete somatic lipid depletion), intermediate (incomplete somatic lipid depletion), and non-Asdf (no somatic lipid depletion).

### Starvation resistance assay

Worms were egg prepped and synchronized overnight as L1s and then rotated slowly in M9 at 20°C. Ten microliters were removed every 2 days and the larvae bodies were counted on a NGM + streptomycin plate with OP50. They were then allowed to grow for 72 h and recounted to get the proportion alive. The experiment ended once a 0% survival was reached for all conditions.

### Egg Nile red staining

Staining was performed as previously described.^30^ Worms were egg prepped and then the eggs were washed in PBS + triton. Eggs were then incubated in 40% isopropyl alcohol overnight. The next day, the eggs were moved into Nile Red + DAPI staining solution and incubated for 2 h in the dark. They were then washed with PBS + triton and imaged at 63X using LAS X software and Leica Thunder Imager. Corrected total cell fluorescence (CTCF) was then measured in ImageJ and Microsoft Excel.

### Oxidative stress assay

Assay was performed as previously described.^31^^,^^32^ Synchronous populations of day 3 adults were washed 3x in M9+triton. The worm pellet was aspirated down to 500 µL, and then, 500 µL of 20 mM hydrogen peroxide was then added. They were then incubated on a rotator at 20°C for 25 min. Worms were then washed 3x with M9+triton and dropped onto NGM + streptomycin plates with OP50. Worms were then counted and then counted again 24 h later to get their survival.

### Movement/worm area measurements

For all assays, worms were egg prepped and synchronized overnight as L1s. Worms were then added to an OP50 plate and allowed to grow for and 72 h to day 1 adults. Worms were then washed with M9 + triton onto an unseeded NGM plate. The worms were allowed to acclimate for 30+ min to allow the liquid to evaporate. Crawling videos were then taken for 1 min at 7.5 fps. Worm Area was calculated using videos of crawling worms. Two milliliter of M9 was then added to the plate and worms were allowed to acclimate before taking swimming ­videos. Swimming videos were then taken for 30 s at 14 fps. All imaging was done with the MBF Bioscience WormLab microscope. Analysis was then performed by WormRACER.^33^

### Lifespan assay

Assay was performed as previously described.^29^^,^^34^^,^^35^ Worms were egg prepped and synchronized as L1s overnight. They were then dropped onto NGM + streptomycin and OP50 plates. Worms were moved periodically to remove progeny as needed and kept at 20°C. Worms were scored via prodding with a platinum wire daily. Bagging, vulval bursting, and desiccation on the side of the plate led to censorship of that worm.

### RNAi assay

*gst4::gfp* reporter worms were egg prepped and synchronized in M9 overnight at 20°C. L1s were then dropped onto NGM plates seeded with the appropriate L4440-based RNAi clone. At L4 stage, worms were assessed for changes in reporter expression and scored on a three-point scale (0 OFF, 1 normal, 2 increased, 3 HIGH) in a blinded manner.

### Developmental timing assay

Worms were egg prepped and synchronized in M9 overnight at 20°C. Single L1s were then put onto NGM + streptomycin plates with OP50. Worms were then scored every 2 h until they lay their first egg.

### Reproductive output assay

Worms were egg prepped and synchronized in M9 overnight at 20 °C. L1s were then put onto NGM + streptomycin plates with OP50. L4s were then singled. Each day, eggs were counted, and the adult worm was moved to a new plate. Assay continued until egg laying ceased.

### Statistical analysis

All statistical analysis was done on GraphPad Prism version 9.5.0. Statistical analysis done via Prism were either an unpaired *t*-test or a Kaplan–Meier simple survival analysis. A two-way ANOVA was used to analyze the OilRedO staining results. *p* < .05 was the threshold for significance.

## Results

### Repetitive selection of late progeny reduces *C. elegans* lifespan

Advanced parental age is known to negatively impact a broad spectrum of healthspan metrics in offspring fitness (e.g., stress resistance, reproductive output, early life health/survival),^3^^,^^7^^,^^8^^,^^16^^,^^26^^,^^36–40^ however, much less is understood about the impact of advanced parental age in a multigenerational context.^27^^,^^41^ To further study this phenomenon, a late selection paradigm was applied to a population of wildtype (WT) *C. elegans* (Figure 1A and B). In this population (hereafter referred to as WT Late), only progeny produced during day 3 of parental adulthood were collected and used to create the next ­generation, representing the last quartile of reproductive output (Figure 1A). To assess the impact of repetitive and chronic selection of late progeny, the process was repeated for 50 generations before the changes in physiological and molecular markers were assessed.

**Figure 1.**
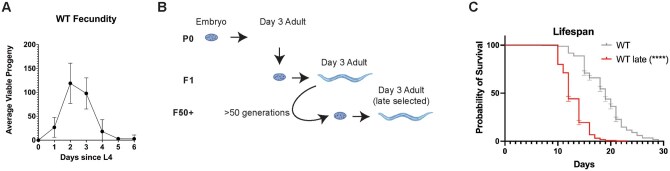
Chronic selection of late progeny shortens lifespan. (A) Reproductive curve of WT animals (B) Model of the late selection process (C) Lifespan assay of WT and WT Late animals (*N* = 3, *n* = minimum of 325 total). Comparisons were made using a Kaplan–Meier simple survival analysis. *p* < .05 was the threshold for significance. Figure 1B was created using BioRender.

We first measured the lifespan of synchronized populations of WT Late animals as compared to unselected controls and discovered that WT Late worms display a significant diminished life expectancy (Figure 1C and Table S1). In fact, the median lifespan of the WT Late population was 36% reduced compared to unselected controls and with a significant reduction of 31%, 36%, 33%, 20% at quartile 1, 2, 3, 4, respectively. These data reveal that generational selection of the latest progeny in *C. elegans* drives accelerated aging.

### Repetitive selection of late progeny impacts *C. elegans* healthspan

To understand how the multigenerational selection of the last progeny influences healthspan, we subjected WT Late worms in a battery of physiological assays to define health status and the relationship, if any, to the decrease in lifespan observed. Movement (e.g., speed) is a powerful surrogate assay for organismal health that declines with age.^31^^,^^33^^,^^35^^,^^42^ As such, we measured movement capacity of age match WT Late animals as compared to unselected WT controls. It should be noted that WT late worms are slightly smaller than their WT counterparts (22% smaller) but controlling for this did not impact the movement comparisons **(**Figure 2A-C**)**. WT Late worms performed significantly worse than their WT counterparts; displaying a significant reduction in crawl speed (35% slower) and swim speed (10% slower) with no significant reduction in wave initiation rate and dynamic amplitude. (Figure 2B-F). In light of the reproductive selection performed, we also measured the reproductive output of WT Late worms. Surprisingly, we did not observe a significant change in the total number of progeny in WT Late worms as compared to WT animals (Figure 2G). We did note a modest (<5%) delay in the timing of first egg being laid (Figure S1). This suggests that at least one aspect of fitness, specifically reproduction capacity, is preserved despite significant changes in organismal lifespan.

**Figure 2.**
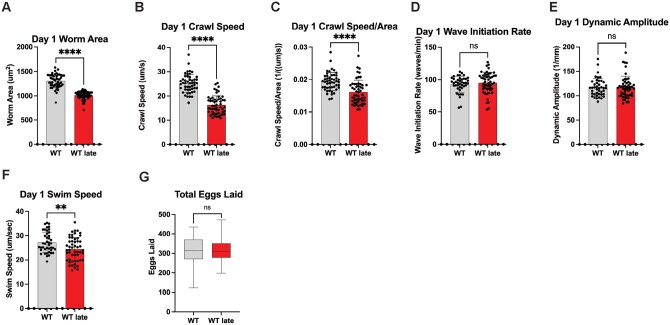
Progeny of late selection maintain reproductive output. (A) Day 1 Worm Area of WT and WT Late animals (*N* = 3, *n* = minimum of 49 total) (B) Day 1 Crawl Speed of WT and WT Late animals (*N* = 3, *n* = minimum of 49 total) (C) Day 1 Crawl Speed normalized to Area (*N* = 3, *n* = minimum of 49 total) (D) Day 1 Wave Initiation Rate of WT and WT Late animals (*N* = 3, *n* = minimum of 42 total) (E) Day 1 Dynamic Amplitude of WT and WT Late animals (*N* = 3, *n* = minimum of 42 total) (F) Day 1 Swim Speed of WT and WT Late animals (*N* = 3, *n* = minimum of 42 total) (G) Total Eggs Laid for WT and WT Late worms (*N* = 3, *n* = 36 total)

### Generational selection of late progeny alters oxidative and metabolic resistance capacity

A common hallmark of aging^4^ is the impairment of stress resistance capacity and dysregulation of metabolic homeostasis. To further elucidate the impact of long-term late selection on *C. elegans* healthspan, the worms were subjected to oxidative stress via hydrogen peroxide exposure as previously described.^43^ At day 1 of adulthood, WT Late worms performed the same as unselected WT worms (Figure 3A). However, when day 3 adult worms were exposed, WT Late worms performed significantly worse than their unselected counterparts (36% reduced survival) (Figure 3B). This data reveals that repetitive selection of the last progeny leads to a loss of the ability to tolerate acute stress with age.

**Figure 3.**
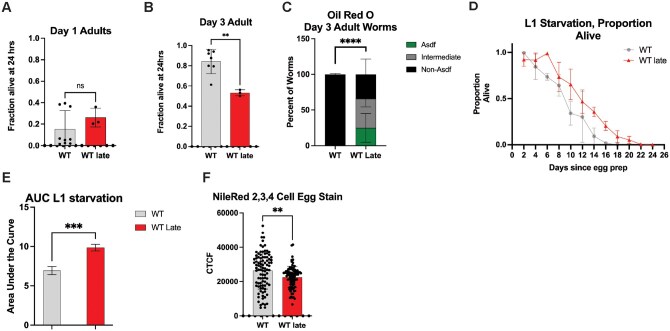
Progeny of late parental selection display altered stress adaptation capacity. (A) Day 1 oxidative stress assays of WT and WT Late worms (*N* = 3, *n* = minimum of 718 total) (B) Day 3 oxidative stress assays of WT and WT Late worms (*N* = 3, *n* = minimum of 1113 total) (C) Oil Red O staining of Day 3 worms (*N* = 3, *n* = minimum of 328 total)(D) L1 starvation assay of WT and WT Late worms (*N* = 3, *n* = minimum of 1183 total) (E) Area under the Curve of the L1 starvation data (*N* = 3, *n* = minimum of 1183 total) (F) Nile Red staining of 2, 3, and 4 cell eggs for WT and WT Late animals (*N* = 3, *n* = minimum of 92 total).

We next assessed lipid distribution across *C. elegans* fat storage tissues by staining with the neutral lipid dye Oil Red O (ORO);^30^ looking specifically for the age-dependent somatic depletion of fat (Asdf), which has been previously described as an intersection between lipid homeostasis and immune response and predictive of lifespan potential.^30^^,^^32^^,^^44^ Aligned with our previous observation documenting the intriguing relationship with lipid homeostasis and stress resistance capacity we observed a significant decrease in the number of worms that do not display the Asdf phenotype in the WT Late population as compared to unselected controls (65% reduction) ­(Figure 3C and Figure S2A-D); this observation was driven most significantly in worms exhibiting an intermediate phenotype (an incomplete depletion of somatic lipids; Figure S2C). One hypothesis for why somatic lipids are redistributed to the germline is to ensure the survival of the next generation by providing additional resources. To test this idea, we stressed newly hatched larval stage 1 (L1) animals to starvation and measures survival as assessed by the ability to resume development when food is reintroduced.^45^ Progeny from WT Late animals that are derived from germ cells with extra lipid availability, exhibit a significant increase in their resistance to L1 starvation (42% increase in survival; Figure 3D and E). Specifically, unselected WT worms quickly lose the ability to tolerate starvation and resume development when food is reintroduced while WT Late animals are able to survive the complete absence of food for six additional days without a significant decrease in survival. Although developing oocytes have increased lipid bioavailability, we could not detect a significant increase in total lipids in newly fertilized embryos as measured by quantifying Nile Red stained lipids by fluorescent microscopy. In fact, quantification of two, three, and four cell embryos reveals that WT Late animals harbor less lipids than unselected WT counterparts (14% reduction; ­Figure 3F).^30^ Additionally, no significant change was measurable in the distribution of lipids between the somatic AB cell precursor or the germ cell precursor P1 cell (Figure S2E and F).

### Repetitive selection of late progeny modifies the steady-state transcriptional landscape

Several of the phenotypes observed in WT Late animals resemble responses influenced by SKN-1 transcriptional activation.^31^ To investigate whether WT Late animals accumulated a genetic variation that activates SKN-1 we performed genome-wide sequencing (GWS). We identified 78 variants in coding regions; none in known regulators of SKN-1 activity. Nevertheless, we performed RNAi targeting these genes in a strain harboring a *gst-4p::gfp* reporter that is sensitive to SKN-1 activity, but none induced GFP expression (Table S2). Collectively, these data suggest SKN-1 is not activated to the level observed in response to other classical genetic mutations.^31^

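RNAseq was performed on whole L4 animals of the N2 strain, the standard laboratory wild type of C. elegans. The 3 WT libraries came from unselected animals and the 4 WT Late libraries from animals kept for a minimum of 50 generations by propagating day 3 progeny. The legend of Fig. 4 gives N = 3, while the WT Late mean in Table S3 is the mean of 4 libraries, so all 7 libraries were used here. The authors state that read counts and differential expression analysis were reported by Novogene; the aligner, the counting tool and the genome build are not given in the sources used here. The deposited values are FPKM, the reads on a gene per kilobase of gene length and scaled to library size, for 46778 genes. These values already hold a scaling for library composition, since the library size behind them was between 0.675 and 1.79 times the reads on genes. FPKM multiplied by gene length came out as a whole number of steps for 100% of the nonzero values, within 0.02 of a step, so the reads on each gene could be recovered. For the first 4.65% of the 18470 rows of Table S3, all 6013 recovered read counts were equal to those the paper lists. The 3 WT libraries held 19484976, 19719809 and 20423033 reads on genes. The 4 WT Late libraries held 20961698, 17553893, 17647347 and 18103387 reads. Depth was therefore similar in both groups, but the libraries differed in how many genes they detected. Between 15723 and 16297 genes had a read in the WT libraries. In WT Late animals, 14418, 11069, 18490 and 14544 genes had a read in replicates 1 to 4. Genes with 1 to 3 reads made up 0.777% of the detected genes in WT Late replicate 2 and between 4.67% and 12.3% in the other libraries.

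**Figure D1:**
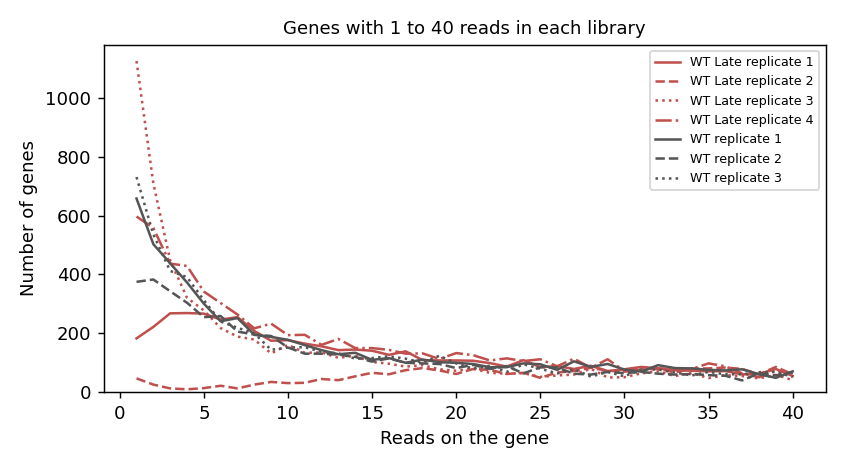
Number of genes (vertical axis) with each read count from 1 to 40 (horizontal axis) in the 3 WT and 4 WT Late libraries, one line per library. WT Late replicate 2 has only 86 genes with 1 to 3 reads, while WT Late replicate 3 has 2282.

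Spearman correlations across genes lay between 0.919 and 0.938 for pairs of WT libraries. WT Late replicate 3 had correlations between 0.78 and 0.798 with the other WT Late libraries and between 0.835 and 0.875 with the WT libraries. For the comparison, FPKM was divided by a median-of-ratios factor for each library, which lay between 0.849 and 1.38, and is called rescaled FPKM. The log2 of rescaled FPKM plus a pseudocount of 0.5 was tested with limma, with a variance trend, for the 13194 genes at an FPKM of at least 0.5 in at least 3 libraries. The log2 fold changes are on this scale, which understates the change of genes with low values.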

Despite our inability to clearly define a SKN-1-activated state, to better determine the molecular basis of the phenotypes observed in WT Late animals we next examined the transcriptional landscape by RNAseq. 

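At an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), 88 genes were higher and 24 genes were lower in WT Late animals than in WT animals. A further view of the spread comes from the unadjusted values, where 1173 of the 13194 genes had a p under 0.05. All 112 called genes had every WT Late library on the same side of every WT library. Such a separation was found for 9.75% of all tested genes, against 5.71% by chance for 3 libraries against 4. The smallest rise among the called genes was 1.63 on the log2 scale and the smallest fall was -2.02. Weighting the libraries by their estimated quality moved the counts most, to 500 higher and 558 lower genes, with a weight of 0.194 for WT Late replicate 3. Without WT Late replicate 3, 361 genes were higher and 282 lower, and all 112 genes were among them. In the library left out, 64.5% of these 643 genes lay on the same side of the WT mean as in the other WT Late libraries, and its deviation from the WT mean was, at the median, 0.235 of theirs. The same WT libraries entered the calls, and no value for an unchanged library was computed. These 2 values therefore do not decide whether WT Late replicate 3 shares the change. Without WT replicate 1 the counts were 23 and 5, without WT replicate 2 they were 60 and 15, and without WT replicate 3 they were 33 and 7. Without WT Late replicate 1, 43 genes were higher and 12 lower. The largest rises by the rule fixed for naming genes were Y34F4.2 with a log2 fold change of 4.42, msra-1 with 4.01, clec-3 with 3.95, lys-4 with 3.88 and C09B8.4 with 3.79. The order of the rises depends on the pseudocount. With a pseudocount of 0.1, acdh-2, which is not among these genes, was at 4.89 and Y34F4.2 at 4.67. The largest falls were pud-3 with -5.17, T24B8.5 with -4.30, vit-1 with -4.11, pud-4 with -3.95 and vit-4 with -3.86. The size of the fall of T24B8.5 depends on the pseudocount, since it had 0 reads in WT Late replicates 1 and 2. The genes pud-3 and pud-4 overlap on opposite strands of chromosome V, so reads counted without regard to strand could be shared between them.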

We compared in WT Late animals to age-matched unselected WT animals which revealed significant transcriptional remodeling in L4 stage animals (Figure 4A and B ; Table S3); 199 transcripts with increased expression and 93 transcripts with decreased expression. In GO term analyses, lipid homeostasis and innate immune response were among the classes of genes that display the most significant change after late selection (Figure 4B). Specifically, genes involved in innate immune response (eg, *acdh-1*), lipid transport (eg, *vit-1*, *vit-3*), and lipid utilization (eg, *acs-2*) were affected in late selected progeny (Figure 4A). 

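GO annotation was not used here, so gene families of immunity and lipid metabolism were fixed by symbol. This was done before the deposited file was examined but after the top of Table S3, which lists the paper's significant genes. The families were tested as lists with camera from limma, at its preset inter-gene correlation of 0.01. Benjamini-Hochberg adjustment was over 23 lists. Among the immune families, the list of 11 lysozymes passed in the higher direction with an adjusted p of 0.000702 from camera. Its median log2 fold change was only 0.14, with 7 members higher and 4 lower. That median was 0.02 without WT Late replicate 1, 0.81 without WT Late replicate 2, 0.47 without WT Late replicate 3, 0.37 without WT replicate 2, 0.25 without WT replicate 1, 0.26 without WT Late replicate 4, 0.07 with the trend with gene length removed and 0.64 after quantile normalization, and the list passed in each case. Relative to the WT mean the list was higher in 4 of 4 WT Late libraries, by 0.338 to 1.56. Its called members were lys-4, lys-5 and lys-6, 3 neighbouring genes on chromosome IV, while the other members lay between -0.41 and 0.97. With each of the 7 libraries left out in turn, these calls were lost in 2, 6 and 4 fits. The highest adjusted p-values from limma were then 0.0843, 0.127 and 0.118. The 90 C-type lectins had a median of 0.26 and an adjusted p of 0.00209, with 3 members called. Their median was 0.12 without WT Late replicate 1, 0.13 without WT Late replicate 4, 0.45 without WT Late replicate 3 and 0.04 with no filter, and relative to the WT mean they were at -0.24 in WT Late replicate 3 and between 0.214 and 0.629 in the other WT Late libraries. The 26 saposin-like and antimicrobial peptide genes had a median of 0.44, an adjusted p of 0.00331 and no called member. They were at -0.133 in WT Late replicate 3, between 0.584 and 0.908 in the other WT Late libraries and between -0.295 and 0.336 in the WT libraries, so the groups overlap. The 13 genes with irg or dod symbols had a median of -0.92 and did not pass, with an adjusted p of 0.0792 from camera, but passed on FPKM as deposited (0.0398), after quantile normalization (0.011) and with the trend with gene length removed (0.0242). Its called member, dod-24, was higher, with a log2 fold change of 2.42. Adjusted over the list alone, 3 lysozymes, 5 C-type lectins, 2 saposin-like and antimicrobial peptide genes and 3 irg or dod genes were called. None of these immune lists passed under fry, a rotation test in limma that estimates the correlation between genes, where the lysozymes had an adjusted p of 0.198. Of the 14 lists past the threshold, 6 passed under fry and 0 passed when camera estimated the correlation from the 7 libraries.

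**Figure D2:**
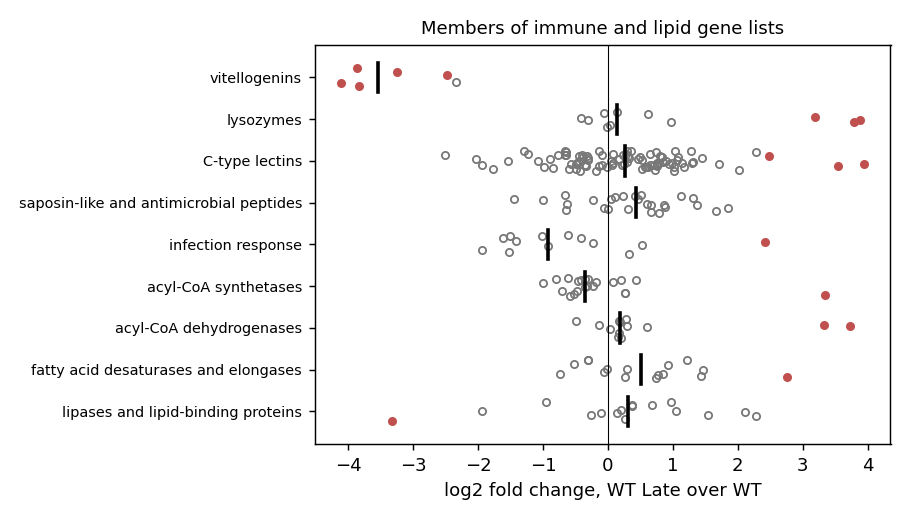
Log2 fold change of WT Late over WT (horizontal axis) for the tested members of immune and lipid gene lists, one circle per gene. Filled circles are genes with an adjusted p under 0.05 over all genes and vertical bars are list medians. Vitellogenins lie at a median of -3.54, while the medians of the other lists lie between -0.92 and 0.51; the saposin-like and antimicrobial peptide list holds no called gene.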

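The gene acdh-1 (WBGene00016943) encodes an acyl-CoA dehydrogenase and lies on chromosome I from 6497436 to 6499560 on the plus strand, with 7 exons in its longest transcript. The build of the deposited coordinates is not given in the sources used here; 99.99% of the gene identifiers shared with the WBcel235 annotation overlap their place there on the same strand. Its rescaled FPKM was 132 ± 36.9 (SD, n = 3) in WT and 1323 ± 312 (SD, n = 4) in WT Late animals. The log2 fold change was 3.33 (standard error 0.48, adjusted p = 0.00607 from limma with Benjamini-Hochberg adjustment). Without WT replicate 1 its adjusted p was 0.102 and without WT replicate 3 it was 0.0823, both from limma. For vit-1 (WBGene00006925), a yolk protein precursor gene on chromosome X from 7727889 to 7733168, rescaled FPKM was 66.5 ± 29.5 (SD, n = 3) in WT and 3.45 ± 1.86 (SD, n = 4) in WT Late animals. Its log2 fold change was -4.11 (standard error 0.45, adjusted p = 0.00245 from limma). For vit-3 (WBGene00006927), on chromosome X from 3567355 to 3572549, the values were 99.3 ± 51.8 (SD, n = 3) and 6.37 ± 3.08 (SD, n = 4), a log2 fold change of -3.83 (standard error 0.43). Both vitellogenin genes kept an adjusted p under 0.05 from limma with each library left out in turn. The gene acs-2 (WBGene00009221), which encodes an acyl-CoA synthetase, lies on chromosome V from 15567394 to 15569889. Its rescaled FPKM was 0.336 ± 0.135 (SD, n = 3) in WT and 8.57 ± 3.37 (SD, n = 4) in WT Late animals, so that its fold change depends on the pseudocount. The log2 fold change was 3.34 (standard error 0.49, adjusted p = 0.00623 from limma) and was 4.24 with a pseudocount of 0.1. Its adjusted p rose to 0.105 when limma voom was run on the recovered reads, to 0.0509 with no filter and to 0.0589 without WT replicate 1. For each of these 4 genes all WT Late libraries lay on one side of all WT libraries (two-sided exact permutation test, p = 0.0286, the smallest p that 3 libraries against 4 allow).

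**Figure D3:**
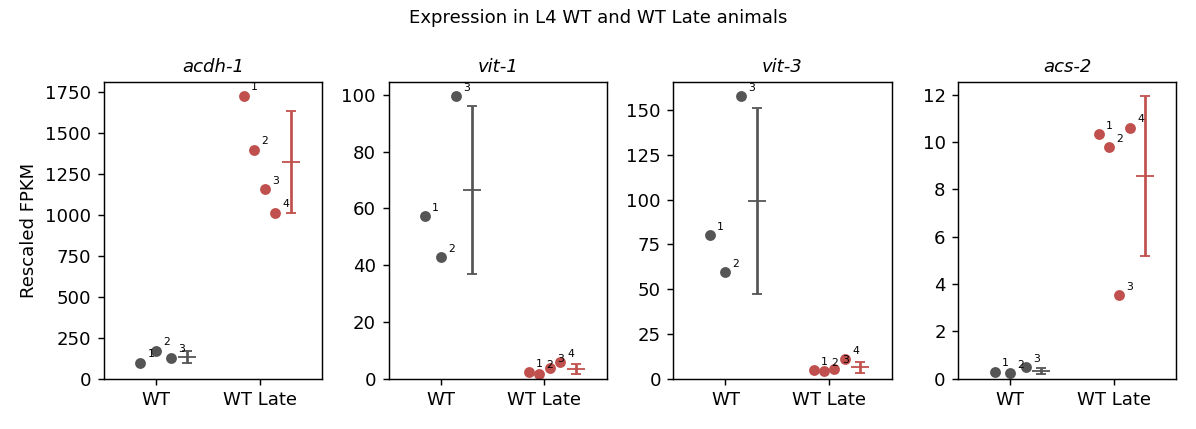
Rescaled FPKM (vertical axis, a separate linear scale for each gene) of acdh-1, vit-1, vit-3 and acs-2 in the WT and WT Late libraries, with the replicate number beside each point and the mean ± SD to its right. The WT Late libraries lie above the WT libraries for acdh-1 and acs-2 and below them for vit-1 and vit-3; acs-2 is at 3.54 in WT Late replicate 3 and between 9.79 and 10.6 in the others.

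The paper names acdh-1 as an example of innate immune response genes, vit-1 and vit-3 of lipid transport genes and acs-2 of lipid utilization genes, and states that such genes were affected by late selection (Fig. 4A).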

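The gene msra-1 (WBGene00018393) encodes a methionine sulfoxide reductase, an enzyme that repairs oxidized methionine, and lies on chromosome II from 7363216 to 7364107 on the minus strand. Its rescaled FPKM was 135 ± 36.7 (SD, n = 3) in WT and 2333 ± 1169 (SD, n = 4) in WT Late animals. The log2 fold change was 4.01 (standard error 0.56, adjusted p = 0.00534 from limma with Benjamini-Hochberg adjustment). Its adjusted p from limma was 0.0589, 0.0585 and 0.0697 without WT replicates 1, 2 and 3, with log2 fold changes between 3.72 and 4.21 over all libraries left out. The gene overlaps insc-1 on the opposite strand. Of 18 antioxidant enzyme genes tested, msra-1 and gpx-7 were called. The log2 fold change of gpx-7 was 2.06 (adjusted p = 0.0122 from limma), and its adjusted p lay between 0.0592 and 0.0955 without WT replicates 1, 2 or 3 or WT Late replicate 1. The other superoxide dismutase, catalase, peroxiredoxin, thioredoxin reductase and glutathione peroxidase genes of the list had log2 fold changes between -0.57 and 0.49 and none was called. As a list, the 18 genes had a median of 0.13 and an adjusted p of 0.0284 from camera, which rose to 0.0693 with quantile normalization and was 0.371 under fry. Its median was 0.58 without WT Late replicate 3, 0.24 without WT replicate 1, 0.22 without WT replicate 3, 0.06 without WT Late replicate 1, 0.03 without WT replicate 2 and -0.04 without WT Late replicate 4, and it no longer passed without WT replicate 2 (0.107), WT Late replicate 2 (0.0584) or WT Late replicate 4 (0.0835). Relative to the WT mean the list was at -0.317 in WT Late replicate 3 and between 0.449 and 0.691 in the other WT Late libraries.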

Genes involved in oxidative stress response (eg, *msra-1*) were also found to be affected in late selected progeny. (Figure 4A). Although SKN-1 was not demonstrably activated and the expression of common SKN-1 targets were not significantly induced, transcription factor enrichment analysis (TFEA) revealed targets of SEX-1 and ELT-3 were commonly impacted in late selected progeny (Figure 4C) and may contribute to the modified transcriptional landscape that resembles phenotypes previously observed that are a result of increased in SKN-1 cytoprotection.^31^^,^^32^^,^^44^

**Figure 4.**
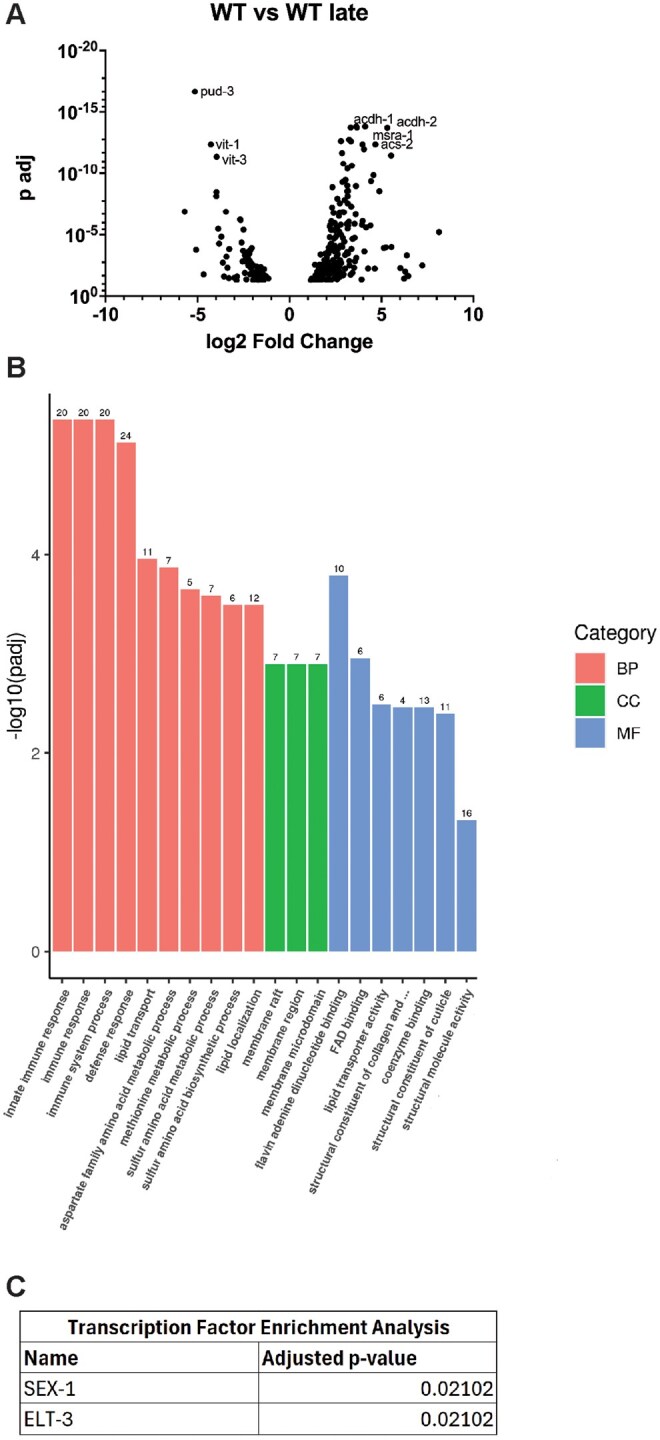
Late progeny selection alters the transcriptional landscape. RNAseq data of L4 WT and WT Late worms (*N* = 3) (A) DEG analysis reveals significant changes in both immune response and lipid homeostasis. (B) GO term analysis reveals significant changes in immune response and lipid homeostasis (C) Transcription Factor Enrichment Analysis reveals significant changes in the targets of SEX-1 and ELT-3.

## Discussion

Reproductive aging is typically discussed in terms of the health of the parent.^5^^,^^6^ However, it has been shown that parental age can also significantly alter the healthspan and lifespan of their progeny.^3^^,^^7^^,^^8^^,^^16^^,^^26^^,^^36–40^ We characterized the impacts of a multigenerational change in parental age by 50 generations of selecting for day 3 progeny, that result in significant alterations to the transcriptomic landscape, diminished overall healthspan, and reduced lifespan. Many of these changes were reminiscent of changes observed in a constitutively active SKN-1 system, with similar timings in the onset of age-dependent phenotypes.^31^^,^^32^^,^^44^

One of the major changes notices is a vast transcriptomic remodeling of lipid homeostasis genes (Figure 4A and B; Table S3). 

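Among lipid families, the 6 vitellogenin genes had a median log2 fold change of -3.54 and an adjusted p of 1.22e-13 from camera. That value rests on the preset correlation of 0.01, while the estimated correlation between these genes was 0.869. With the estimate, camera gave an adjusted p of 0.0888. An earlier moment of the L4 stage in the collected WT Late animals may contribute to this fall and was not excluded. The 16 fatty acid desaturase and elongase genes had a median of 0.51 with an adjusted p of 0.00104, and fat-5 was the called member. The 13 acyl-CoA dehydrogenase genes had a median of 0.19 with an adjusted p of 0.00284 from camera. The called members were acdh-1 and acdh-2, with log2 fold changes of 3.33 and 3.72, while the others lay between -0.49 and 0.61. The gene acdh-1 is also in the list of the propionate shunt, which breaks down propionate without vitamin B12, so these lists share a gene. The median of the acyl-CoA dehydrogenases was 0.09 without WT Late replicate 1, 0.43 without WT Late replicate 3 and 0.29 without WT replicate 1. After quantile normalization it was 0.08, where the adjusted p from camera was 0.0492. The median of the desaturases and elongases was 0.29 with a minimum FPKM of 5. The vitellogenins, desaturases and elongases, and acyl-CoA dehydrogenases also passed under fry, with adjusted p-values of 0.0106, 0.0211 and 0.0165. The 21 acyl-CoA synthetase genes did not move as a family, with a median of -0.35 and an adjusted p of 0.581, and acs-2 was the member called. The 16 lipase and lipid-binding protein genes had a median of 0.32 and an adjusted p of 0.081, which ranged from 0.019 with voom on the recovered reads to 0.906 with a minimum FPKM of 5, where the direction of the test changed. Their median was 0.10 (adjusted p = 0.482 from camera) without WT replicate 2 and 0.19 (0.128) without WT Late replicate 1. The called member, lipl-2, was lower with a log2 fold change of -3.32. Adjusted over the list alone, 6 vitellogenin, 5 desaturase and elongase, 2 acyl-CoA dehydrogenase, 1 acyl-CoA synthetase and 4 lipase and lipid-binding protein genes were called. The direction of each of these medians was the same on FPKM as deposited and after quantile normalization.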

Lipid changes were some of the most substantial changes in the GO term analysis as well as the downregulation of *vit-1* and *vit-3* and an upregulation of *acs-2* (Figure 4A and B). This is consistent with the finding that WT Late worms have a lower egg lipid content that their WT counterparts (Figure 3F) as a knockdown of *acs-2* has been shown to increase fatty deposits^46^ and vitellogenins are well known yolk protein precursors.^47^ This is consistent with the hypothesis that long-term parental age effects could occur via decreased nutrient provisioning,^16^ as has been seen previously in *Eupelmus vuilleti.*^22^ However, this result was somewhat surprising given that WT Late worms have better L1 starvation resistance and adult WT Late worms Asdf more, a phenotype usually thought to be a form of terminal investment in the progeny^44^ (Figure 3C-E). This is also surprising, given that previous studies have shown that unselected day 2 and day 3 progeny have increased vitellogenin provisioning and starvation resistance compared to day 1 ­progeny.^48^ One potential explanation is that while WT Late eggs may not have more lipids, they may be supplied with an increased amount of other nutrients from the parents. Another potential explanation is that WT Late worms develop slightly slower which could potentially increase L1 starvation resistance as the animals use their energy stores slower (Figure S1A). 

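The gene vit-5 (WBGene00006929) lies on chromosome X from 3403471 to 3408603. Its rescaled FPKM was 144 ± 95.0 (SD, n = 3) in WT and 13.2 ± 5.95 (SD, n = 4) in WT Late animals. The log2 fold change was -3.24 (standard error 0.49, adjusted p = 0.0079 from limma with Benjamini-Hochberg adjustment). Every WT Late library was below every WT library (two-sided exact permutation test, p = 0.0286). Its adjusted p from limma was 0.0713 without WT replicate 1, 0.0578 without WT replicate 3, 0.0681 with no filter and 0.1 once the trend of each library with gene length was removed. The genes vit-4 and vit-6 were also called, with log2 fold changes of -3.86 and -2.48. The call of vit-6, at an adjusted p of 0.0492 from limma, was lost without WT replicates 1, 2 or 3 or WT Late replicates 1 or 2, where it reached 0.312. It was also lost with no filter, a pseudocount of 0.1, no variance trend, voom on the recovered reads and the length trend removed. The gene vit-2 was not, with -2.34 (adjusted p = 0.0686 from limma). Vitellogenin genes are similar in sequence, so the counting could have split reads between them and the single values are uncertain to that extent.

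**Figure D4:**
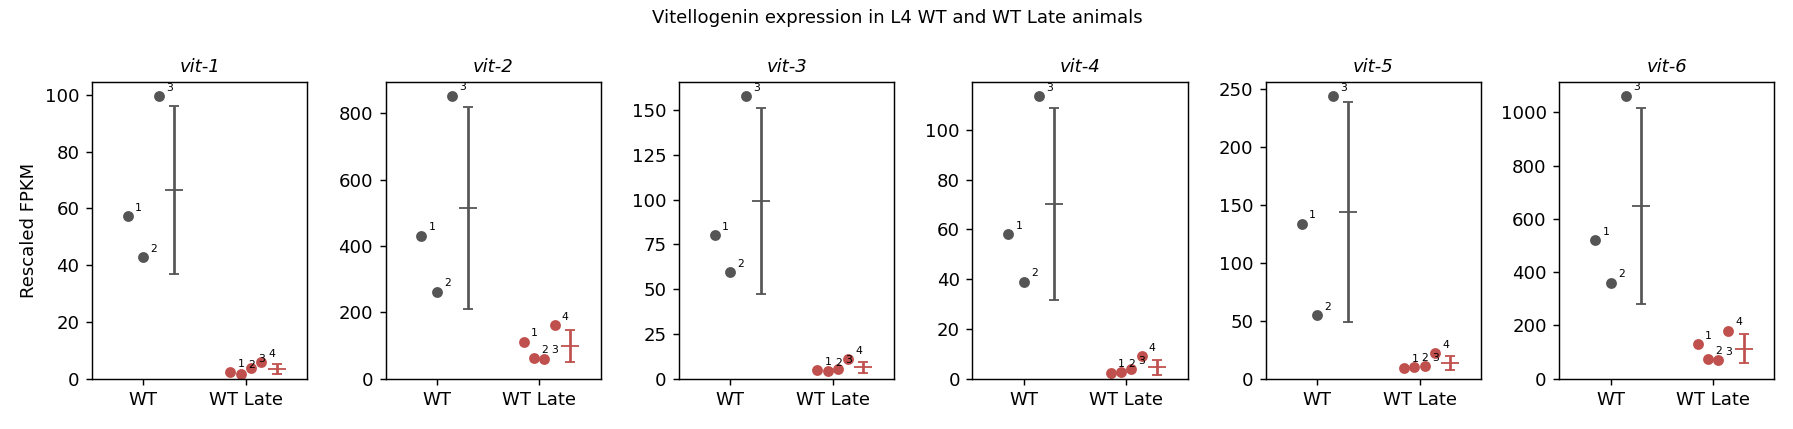
Rescaled FPKM (vertical axis, a separate linear scale for each gene) of the vitellogenin genes vit-1 to vit-6 in the WT and WT Late libraries, with the replicate number beside each point and the mean ± SD to its right. The highest value of each gene is in WT replicate 3, which reached 243.8 for vit-5.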

Interestingly, previous studies have implicated that downregulation of *vit-1* and *vit-5* (as seen in WT Late animals) can increase starvation resistance in *hlh-30* mutant animals.^49^ This indicates that decreased lipid provisioning can increase L1 starvation resistance in some conditions.^49^

Separately, Transcription Factor Enrichment Analysis (TFEA) reveals that WT Late worms displayed an enrichment for the targets of SEX-1 and ELT-3 (Figure 4C). This is interesting because SEX-1, a nuclear hormone receptor, is known to impact early development^50^ and ELT-3, an erythrocytelike transcription factor, is known to impact the expression of SKN-1 targets.^51^^,^^52^ It is possible that the affected targets of these transcription factors are at least partially responsible for the reproductive and the phenotypes related to SKN-1 activation observed in WT Late worms. However, none of the GWS hits individually were sufficient to drive a change in *gst-4::gfp* expression when knocked down via RNAi (Table S2) supporting the conclusion that a remodeling of the transcriptional landscape and not a single genetic variant is responsible for the phenotypes observed.

When looking at movement, WT Late worms exhibit a lower day 1 crawl speed and swim speed with no corresponding ­deficiencies in wave initiation rate or dynamic amplitude (Figure 2A-F**)**. These phenotypes suggest a decrease in movement effectiveness, but not necessarily a change in rhythm.^53^ While the exact mechanism of this change is unclear, this could indicate a preserved neurological control of rhythm with deficiencies in the strength of the muscles those neurons signal to.^53^ As movement is an established predictor of animal health,^54^ these data reveal a general decline in healthspan in WT Late animals.

The WT Late population also exhibited several other healthspan-related changes, including a decrease in late-life stress resistance and a 36% decrease in median lifespan (­Figures 1 and 3; Table S1). This was surprising as similar studies in *Drosophila* found that long-term parental age selection improved lifespan and stress resistance.^27^ One potential explanation is that the severity of the selection has a significant impact on the outcome of the selection. Here, the selection was much less severe, beginning just after the drop from peak reproduction while previous studies use a much more extreme ­cutoff.^27^ Another note of interest is that this decreased lifespan, healthspan, and stress resistance phenotypes all mimic patterns that have been previously observed in mutants with a constitutively active stress resistance pathway, perhaps indicating that the cumulative effect of late parental age selection is somehow stressful to the animals.^31^^,^^32^^,^^44^ We selected for a minimum of 50 generations to minimize possible epigenetic effects that typically last 3-5 generations that could confound analyses.^55^^,^^56^ Although our genome-wide sequencing identified possible mutations, none single-handedly recapitulated the *skn-1gf*-like phenotype, which suggests that the changes observed are not a result of a monogenic selection. However, it remains possible that the changes could be because of some combination of genetic changes. This lack of clear genetic driver could suggest that causal changes in the epigenome are likely and could drive the altered transcriptional landscape.

Collectively, this study reveals the repetitive and chronic selection of late progeny across generations can significantly alter healthspan and lifespan trajectories. One limitation of this study is the exclusive use of the N2-Bristol genetic background. Future studies using different species, including wild strains isolated from different environments,^57^ would shed light onto the potentially conserved effect of long-term late selection and may lend further evidence to a potential epigenetic mechanism of these effects. Moreover, additional clarity with regard to the “durability” of these effects when the selection is removed or reversed, will provide clarity if the long-term selection studied here shares molecular mechanisms with short-term selection previously reported.^28^

In summary, this study provides a new system for studying the impact of long-term late reproductive selection that can function as a powerful model for the current trend of increasing parental age in humans.^15^ Although further study is necessary to elucidate the exact mechanism of these effects, this could indicate a looming population health crisis should parental age continue to increase.

## Supplementary Material

glaf221_Supplementary_Data

## Data Availability

All data are available in the main text or the supplementary materials. RNA-seq data is available at the Gene Expression Omnibus (accession number: GSE303122)

# Supplementary material for: Parental age selection in C. elegans influences progeny stress resistance capacity
**Source:** J Gerontol A Biol Sci Med Sci. 2025 Oct 30;80(12):glaf221. doi: 10.1093/gerona/glaf221
**Supplement:** glaf221_Supplementary_Data

## SUPPLEMENTAL MATERIALS

### Supplemental Figures

A

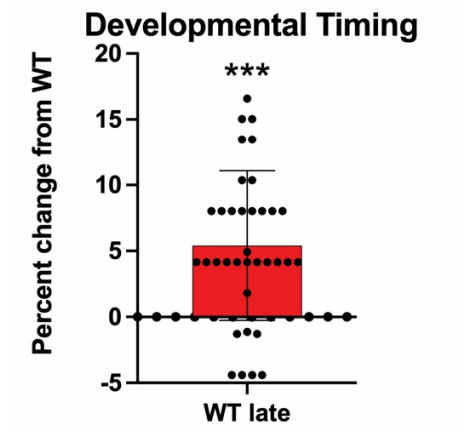

Figure S1: (A) Developmental timing from egg to first egg laid for WT Late worms compared to WT (N=3, n=35 total)

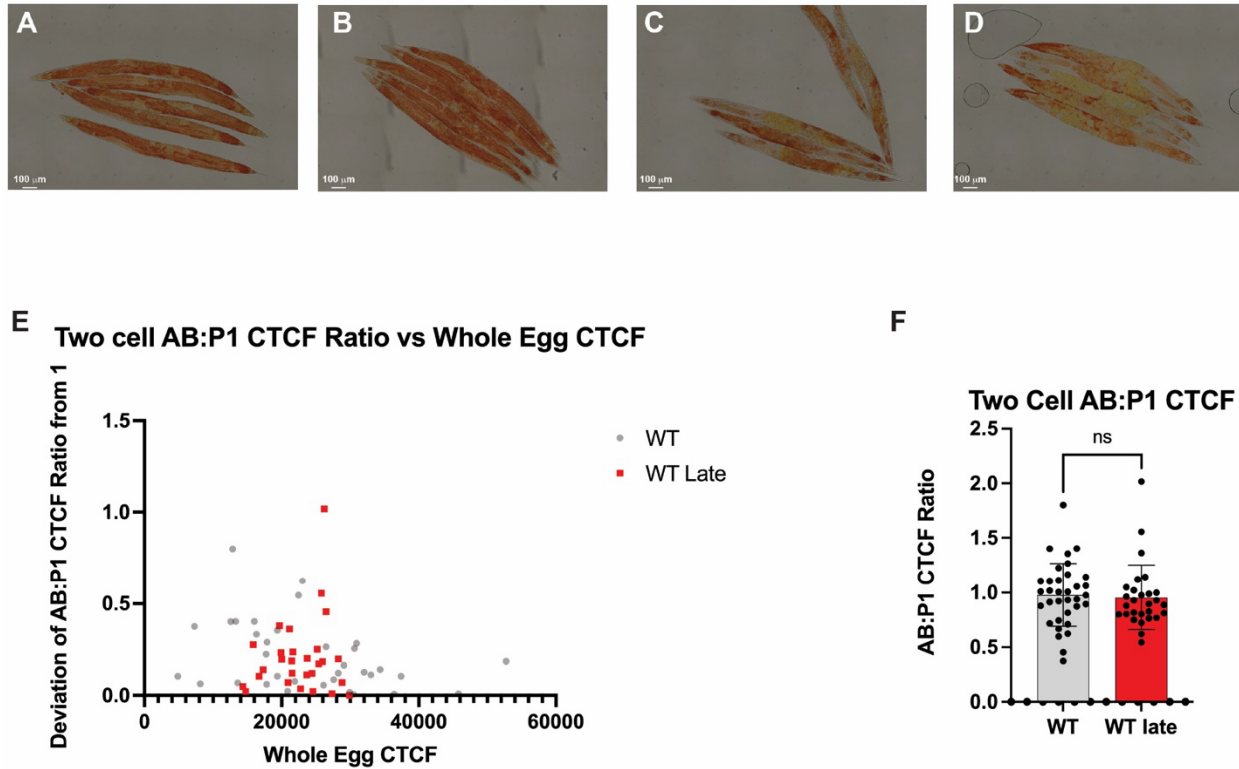

**Figure S2:** (a) WT non-Asdf worms (b) WT Late non-Asdf worms (c) WT Late intermediate Asdf worms (d) WT Late Asdf worms (e) Nile Red stained lipid distribution between AB and P<sub>1</sub> cells vs total lipid content of the egg in WT and WT Late worms (N=3, n=a minimum of 28 total) (f) Nile Red stained lipid distribution between the AB and P<sub>1</sub> cells of WT and WT late animals (N=3, n=a minimum of 28 total).

**SUPPLEMENTARY TABLES**

|                   | <b>WT</b> | <b>WT Late</b> | <b>Percent Difference</b> |
|-------------------|-----------|----------------|---------------------------|
| <b>Quartile 1</b> | 16        | 11             | -31%                      |
| <b>Quartile 2</b> | 19        | 12             | -36%                      |
| <b>Quartile 3</b> | 21        | 14             | -33%                      |
| <b>Quartile 4</b> | 29        | 23             | -20%                      |
| <b>Median</b>     | 19        | 12             | -36%                      |

Table S1: Quartiles for WT and WT Late lifespan assay

**Supplemental xls files**

Table S2: *gst-4::gfp* reporter RNAi of GWS hits results

Table S3: WT vs WT Late RNAseq DEG List

How the deposited data were processed for this re-analysis (not part of the article)

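Whole L4 animals of the N2 strain were compared by RNAseq, with 3 libraries of unselected WT animals and 4 libraries of WT Late animals. The paper describes the selection of a population and does not state that these 4 libraries came from separately selected lines. The tests therefore measure spread between libraries, which may not hold the spread between selected lines. The authors collected L4 animals grown from synchronized L1s, extracted RNA with a Direct-zol kit, and had sequencing, read counts and differential expression reported by Novogene. The authors deposited FPKM for 46778 genes in one table, with 1 column per library. The deposited table also lists gene length and coordinates. The aligner, counter, versions and genome build are not given in the sources used here. Of the gene identifiers, 46603 are in the WBcel235 annotation of Ensembl release 115, 46597 of them overlap their place there on the same chromosome and strand, and 31984 have identical coordinates. Coordinates are printed as deposited, and exon numbers come from that annotation. Gene names are those of the deposited table, and 41772 of 43818 names compared were equal to the reference names.

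FPKM already holds a scaling for library composition. The reads behind FPKM were recovered as whole multiples of a step per library, with 100% of nonzero values within 0.02 of a whole number, and were equal to all 6013 read counts in the part of Table S3 used here, its first 4.65% of 18470 rows. Reads on genes per library lay between 17553893 and 20961698. Ribosomal protein genes took between 13.2% and 35.6% of the reads. A gene at 0 reads in a library may still be expressed, above all in WT Late replicate 2, where genes expected at 15 to 60 reads were often at 0, and PCR copies cannot be told from separate molecules in these values.

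The main comparison was fitted with limma 3.58.1 in R 4.3.3, with lmFit and eBayes with a variance trend, on the log2 of FPKM divided by a median-of-ratios factor plus a pseudocount of 0.5. Genes with FPKM of at least 0.5 in at least 3 libraries were tested, which left 13194, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called, the paper's threshold, with no limit on fold change. Single genes were also compared by a two-sided exact permutation test over the 35 splits of the libraries. Adjusted p-values for single genes come from limma. Lists of genes were tested with camera at a preset correlation of 0.01 and with fry. The 23 lists were vitellogenins, SKN-1 targets, antioxidant enzymes, methionine cycle and cobalamin, propionate shunt, canonical propionate pathway, furrow collagens, adult cuticle collagens, oocyte and eggshell, germline and meiosis, muscle, heat shock, lysozymes, C-type lectins, saposin-like and antimicrobial peptides, infection response, acyl-CoA synthetases, acyl-CoA dehydrogenases, fatty acid desaturases and elongases, lipases and lipid-binding proteins, major sperm proteins, cuticle collagens, and glutathione S-transferases. They were written before the deposited file was examined but after the top of Table S3 and Fig. 4 had been seen. The part of Table S3 used here, its first 4.65%, lists the paper's 199 higher and 93 lower transcripts. Its 6013 FPKM values were equal to the deposited ones. Lists that follow genes at the top of that table are therefore not independent of these data.

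Named genes followed a rule fixed before the deposited file was examined, although that part of Table S3, with its FPKM values, had been seen. The rule takes the 12 genes the paper names or labels, the 5 largest rises and 5 largest falls among called genes whose libraries separate by group, and the called members of a set of lists. Other members are named where a list needs them.

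The procedure was tested on simulated data with the real means and library sizes and 200 changed genes in a comparison of WT Late against WT. Of 195 changed genes that were tested, among 13044 tested genes, 57.4% were called, 0 in the wrong direction, and 6.67% of the called genes were unchanged ones. With no gene changed, 0 of 13087 genes were called and 5.19% had an unadjusted p under 0.05. Taking means and library sizes from the real data does not bring in shifts shared by many genes of a library. Other splits of the real libraries gave between 63 and 3696 genes with such a p, with a median of 392.5. The highest was in a split that shares most of the real contrast. The simulated shares therefore hold only for the spread and the sizes of change that were simulated, and do not give the error rate in these libraries.

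The alternatives were FPKM as deposited, quantile normalization, pseudocounts of 0.1 and 1, no filter, a minimum FPKM of 5, no variance trend, library weights, voom on the recovered reads, the replicate number as a block, each library left out in turn, a log2 fold change of at least 1, fry, and an estimated correlation between genes. Removal of each library's trend with gene length, by a lowess with a span of 0.3, was added after the trend had been seen. GO terms and the targets of SEX-1 and ELT-3 were not analysed here, for want of annotation and target lists.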

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

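All tests of explanations in this part were chosen after the results were seen. Of 47 sets of WT Late values compared, 11 library measures and 36 genes, 8 held a library far from the other 3, where chance gives about 1 in 20.

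WT Late replicate 3 stood apart in several measures. Mitochondrial genes took 4.00% of its reads and between 0.459% and 0.654% in the other WT Late libraries. It had reads on 1371 genes that no other library detected, and on 33.5% of the chemoreceptor genes, against 1.66% to 6.33% in the other WT Late libraries. Depth is argued against, since its 17647347 reads lie within the range of the other WT Late libraries. Genomic DNA is argued against for the 2050 genes raised in this library by over 1 on the log2 scale, whose median excess was 277 reads per kb, while the 1628 chemoreceptor genes had 3.13 reads per kb. For the few reads on silent genes, where 33.48% of chemoreceptor genes had a read, genomic DNA and low-level RNA cannot be told apart, because reads in introns are not in these values. A WT library with the wrong label is argued against by the vitellogenins, which lay at a median of -3.64 log2 from the WT mean in this library and between -0.698 and 0.847 in the WT libraries, and by the furrow collagens at 1.95. More germline tissue is a candidate explanation that stays open. Its germline and meiosis genes lay at the 99.75 percentile of 10000 expression-matched lists, relative to the other WT Late libraries, but oocyte and eggshell genes lay at 39.01 and major sperm proteins at 6.97. A biological difference between these cultures was not tested.

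In the same library acs-2 was at a rescaled FPKM of 3.54, against 9.79 to 10.6 in the other WT Late libraries, and T24B8.5 was at 1.41, against 0 to 0.228. For both genes the library lay on the WT side of the other WT Late libraries and still apart from every WT library. WT Late replicate 4 had the highest vit-5, 22.1 against 9.47 to 10.8, and the highest share of reads on rRNA genes, 5.67% against 4.12% to 4.20%. WT Late replicate 1 had 20961698 reads, against 17553893 to 18103387. No explanation was tested for these.

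Genes of the methionine cycle and cobalamin handling, which the paper's text does not discuss although Table S3 lists members such as metr-1, were higher in WT Late animals, with a median log2 fold change of 1.62 over 13 genes (camera adjusted p = 1.34e-13, fry 0.0106), of which metr-1, mtrr-1, mthf-1, folt-2, pmp-5 and cblc-1 were called. The 5 genes of the propionate shunt, which breaks down propionate without vitamin B12, had a median of 2.52 (camera adjusted p = 4.56e-09, fry 0.0211). The 2 lists were higher in 4 of 4 WT Late libraries, by 0.88 to 2.08 for the methionine list and by 1.15 to 3.03 for the propionate shunt relative to the WT mean, and both were written after genes at the top of Table S3 had been seen. Neither passed when the correlation between genes was estimated, with an adjusted p of 0.0888 for each. Gene length bias is argued against, since after removal of the length trend the adjusted p of the propionate shunt was 1.17e-08 and that of the methionine list 3.22e-14. A lower supply of vitamin B12 to these cultures is a candidate explanation. The canonical propionate pathway had a median of -0.0828, and of 0.25 with the length trend removed, over members that went both ways, with mmaa-1 called and higher, which does not decide it. No measure of vitamin B12 is given in the sources used here, so a lower supply and an effect of late selection itself cannot be told apart. Neither can be told from other differences of the selected population, in which the paper reports coding variants.

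The 6 furrow collagen genes, dpy-2, dpy-3, dpy-7, dpy-8, dpy-9 and dpy-10, were all higher, with a median of 2.81 (camera adjusted p = 2.77e-16, fry 0.00609, estimated correlation 0.0888). This list, too, was written after genes at the top of Table S3 had been seen and is not independent of it. With the vitellogenins lower, an earlier moment of the L4 stage in the collected WT Late animals may contribute, and the paper reports slower development. The 9 genes listed as adult cuticle collagens, a check on such a shift, had a median of 0.11 and none was called. Of these, 3 were lower, col-19 at -1.15, col-62 at -0.62 and col-7 at -0.60. The other 6 were higher, with bli-2 at 1.34 and rol-6 at 0.80. Whether each member would fall at an earlier moment was not tested. Relative to the WT mean the list was at -0.989 in WT Late replicate 3 and between 0.179 and 0.595 in the other WT Late libraries. Stage and selection therefore cannot be told apart from a single collection point.

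Y38H6C.19, on chromosome V from 20552294 to 20553071, had 0 reads in the 3 WT libraries and 29, 78, 88 and 12 reads in WT Late replicates 1 to 4. It was the one gene with no read in one group and at least 10 in every library of the other, and was chosen after its values were seen. No technical or biological explanation was tested for it.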

How the results depend on the processing

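All alternatives but the removal of the length trend were set before the data were examined. The test of other splits was chosen after the results were seen.

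The main counts were 88 higher and 24 lower genes. With library weights they were 500 and 558. With no filter they were 42 and 9, where 19375 genes were tested. Quantile normalization gave 113 higher and 43 lower genes. Apart from the single libraries left out, the other alternatives gave between 65 and 106 higher and between 16 and 33 lower genes. With a library left out, the higher genes ranged from 23 to 361 and the lower genes from 5 to 282. The most were called without WT Late replicate 3 and the fewest without WT replicate 1. Where libraries other than WT Late replicate 3 were left out fewer samples were used; otherwise the cause was not tested. All 112 genes kept their direction wherever they were tested, and 112 were also called with library weights, 105 with quantile normalization, 73 with voom on the recovered reads and 51 with no filter. With a library left out, between 28 (without WT replicate 1) and 112 (without WT Late replicate 3) stayed called. Of the called genes 78.6% were higher, against 47.3% with library weights, 67.7% with the replicate block and 56.1% without WT Late replicate 3. Quantile normalization put the median log2 fold change of all tested genes at -0.00834, against -0.129 with the main scaling.

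The count of splits alone does not exclude chance for the number of called genes. Of the 35 splits of the libraries into 3 and 4, 2 gave 112 or more called genes, the real one and the split of WT Late replicates 1, 2 and 4 against WT Late replicate 3 with the 3 WT libraries, with 493. That split is the real one with WT Late replicate 3 moved to the WT side, so it shares most of the real contrast and is not independent of it. Each of the remaining splits gave 0 or 1 called genes. For the lists past the threshold, 6 of 35 splits gave as many as 14, and the median over the other splits was 8, so the number of lists passing camera does not separate the real grouping from others.

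The preset correlation of camera mattered most for the lists. Of 23 lists 14 passed, while 6 passed under fry and 0 with an estimated correlation. The other alternatives gave between 13 and 17 lists. The acyl-CoA synthetases, never past the threshold, had medians between -0.4763 and -0.1255 with a library left out, and changed the direction of their test with a minimum FPKM of 5 (median -0.21), library weights (-0.10), the length trend removed (-0.17), and without WT replicate 2, WT Late replicate 2 or WT Late replicate 3 (-0.17, -0.13 and -0.22). The lipases and lipid-binding proteins did so with a minimum FPKM of 5, with a median of 0.17, had a median of 0.10 without WT replicate 2, and passed with a pseudocount of 0.1 (adjusted p = 0.0258 from camera), voom on the recovered reads (0.019) and without WT replicate 1 (0.0273). The cause was not tested. The antioxidant enzymes no longer passed with quantile normalization, the replicate block, the length trend removed, or without WT replicate 2, WT Late replicate 2 or WT Late replicate 4, with a median of -0.04 under the block and without WT Late replicate 4. Their median was 0.58 (adjusted p = 0.00217 from camera) without WT Late replicate 3 and 0.57 (0.00644) with library weights.

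Of the 32 called genes that the naming rule takes, none changed direction. With a pseudocount of 1, a minimum FPKM of 5, library weights, or without WT Late replicate 3, 32 stayed called. With no filter 21 did, without WT replicate 1 15 did and without WT replicate 3 17 did. Depth limits the fold changes of acs-2, acdh-2 and C09B8.4, whose WT means were 0.336, 0.239 and 0.216 in rescaled FPKM, so that they depend on the pseudocount. The same holds for T24B8.5, whose WT Late mean was 0.410.

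Long genes were lower in WT Late animals, with a median of -0.544 in the longest sixth of genes. A length-dependent bias between libraries may produce this trend. Spearman's rho between gene length and a library's deviation ranged over 0.7136 within the WT libraries alone, more than the difference of 0.259 between the group means. Once the trend was removed the median was -0.0169, 81 genes were higher and 16 lower. The fall of the vitellogenins is not explained by it as a whole, since their adjusted p was then 2.82e-11 with a median of -2.74, but vit-5 and vit-6 were no longer called.

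Replicate numbers are shared between the groups but did not pair the libraries. The correlations of deviations between same-numbered libraries were 0.237, -0.0917 and -0.185. With the replicate block 67 genes were higher and 32 lower, and mthf-1 and hach-1 were not called.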

Differences from the paper's values

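The paper's text gives 199 transcripts higher and 93 lower, and the counts here were 88 and 24. None of the alternatives set before the data were examined gave counts within 1.5 times the paper's, in either direction. The nearest were 113 higher genes with quantile normalization and 43 lower genes with the same setting. The part of Table S3 used here, its first 4.65% of 18470 rows, holds all of the paper's 199 and 93 transcripts at an adjusted p under 0.05.

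Of the 33 named genes that this part of Table S3 lists, all had the paper's direction, and 4 differed in size. The paper's log2 fold change of acdh-2 is 5.32 and the value here was 3.72, and the values with a pseudocount of 0.1 and with voom on the recovered reads, 4.89 and 5.46, fell within the spread of the replicates. For acs-2 the paper's value is 4.67 and the value here 3.34, and the same settings gave 4.24 and 4.50. For C09B8.4 the paper's value is 5.52 and the value here 3.79, and voom on the recovered reads gave 5.59. For dpy-10 the paper's value is 3.14 and the value here 2.68; quantile normalization gave 2.91, a pseudocount of 0.1 gave 3.03, voom on the recovered reads gave 3.14 and leaving out WT replicate 3 gave 2.82. The remaining alternatives set before the data were examined left these differences.

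The paper states that common targets of SKN-1 did not rise significantly. Of 12 targets tested here, 7 were higher and 5 lower, and gst-4 alone was called over all genes tested, while 4 were called when adjusted over the list alone. The log2 fold change of gst-4 was 2.48 (adjusted p = 0.0134 from limma). The paper's own value for gst-4 in Table S3 is 2.52, with an adjusted p of 3.13e-06. The call for gst-4 was lost with quantile normalization, with no filter, and without WT replicates 1, 2 or 3 or WT Late replicates 1 or 2. The legend of Fig. 4 gives N = 3, while 4 WT Late libraries enter the paper's Table S3 and the values here.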

Other observations

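The tests of explanations for WT Late replicate 2, the test of SKN-1 targets without gst-4 and the removal of the length trend were chosen after the results were seen.

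WT Late replicate 2 detected the fewest genes, 11069, and had 86 genes with 1 to 3 reads, against 673 to 2282 in the other libraries. Amplification of few distinct molecules before sequencing is a candidate explanation. Of 2597 genes that WT Late replicates 1 and 4 put at 15 to 60 reads at its depth, 20.3% had 0 reads, against 0.232% to 0.71% in the same comparison for WT Late replicates 1 and 4 and the WT libraries. A minimum read count set by the authors is argued against, since the 86 genes lie below any minimum above 3 reads. Whether the RNA input of this library was lower is not given in the sources used here.

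A general rise of SKN-1 target transcripts may be asked of the list that holds gst-4. The 12 genes had a median log2 fold change of 0.51 (camera adjusted p = 0.00331, fry 0.207), 0.26 without WT Late replicate 1, and -0.10 with a minimum FPKM of 5, where the list did not pass. Without gst-4, 6 of 11 targets were higher and 0 were called, and the rotation test fry in limma gave an unadjusted value of 0.225 and camera 0.0176, so a general rise is left open. The skn-1 transcript itself had a log2 fold change of -1.16 (adjusted p = 0.282 from limma) and was called only with library weights (adjusted p = 0.0456; 0.0456 to 0.901 over all alternatives). The transcripts of sex-1 and elt-3 had log2 fold changes of -1.03 and -0.32 with adjusted p-values of 0.697 and 0.875 from limma, and sex-1 was at 0 in WT Late replicate 2. Without that library its log2 fold change was -0.42. That of elt-3 was -0.01 without WT replicate 3 and -0.69 without WT replicate 2, and neither gene was called under any alternative that gave it a value.

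The germline and meiosis list was lower, with a median of -0.78 (camera adjusted p = 0.00766, fry 0.4), as was the oocyte and eggshell list with -0.49 (0.0135, fry 0.371). With the length trend removed these medians shrank to -0.35 (0.0228) and -0.29 (0.0336). The germline and meiosis list was at 0.115 in WT Late replicate 3 and the oocyte and eggshell list at 0.489 in WT Late replicate 4, relative to the WT mean, so neither was lower in every WT Late library. The cuticle collagen list of 120 col genes had a median of -0.58 (0.0108, fry 0.613). Its medians relative to the WT mean were 0.0197, -0.478, -2.03 and 0.245 in WT Late replicates 1 to 4, so replicates 1 and 4 were not lower, and its called member, col-176, was higher with a log2 fold change of 2.96. Muscle genes, heat shock genes, major sperm proteins and glutathione S-transferases had medians of -0.48, -0.36, -0.38 and 0.08 and did not pass with the main scaling. Major sperm proteins passed on FPKM as deposited (0.0374), after quantile normalization (8.84e-05) and with the length trend removed (0.0242). Muscle genes passed with the first 2 of these (0.0456 and 0.0261), and heat shock genes passed after quantile normalization (0.0188). With the length trend removed the medians of muscle genes, heat shock genes and glutathione S-transferases were -0.05, -0.10 and -0.01. The canonical propionate pathway and the adult cuticle collagens did not pass either, with camera adjusted p-values of 0.0964 and 0.273.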
